A study of Bos taurus and Ovis aries and Capra hircus with 27 samples. Its data were reported in "Comparative transcriptomics of 5 high-altitude vertebrates and their low-altitude relatives" (2017).

How the data were processed

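Heart, liver and kidney of cattle, goat and sheep were measured in 27 messenger RNA libraries, 3 for each of the 9 groups. Groups and replicate numbers were taken from the sample titles, and the columns of the tables were matched to samples through the column names given in the sample descriptions, except for the goat heart columns, which carry other names and were matched by tissue, number and prefix to the sample titles. According to the study, the goat heart samples also have duplicate records under other sample numbers. Per the labels, libraries were strand-specific (dUTP). According to the study's methods, the reads were filtered for unidentified bases, adapter and low quality, mapped with TopHat to the genome of the same species (UMD3.1 for cattle, CHIR_1.0 for goat, Oar_v3.1 for sheep) and quantified with Cufflinks. The authors deposited one table per species with values on the log2 scale, log2(FPKM + 1), for each gene and library. FPKM was recovered as 2 to the power of the value, minus 1. The sums of FPKM were unequal between libraries. FPKM is a relative value: when a few transcripts are very abundant, all others are lowered. A deposited file of goat protein sequences gave scaffold, start, end, strand and protein length for 18216 of the 22131 goat models (82.3%), and coding length was taken as 3 times the protein length. No expression value comes from it. Its last entry was cut off, so some of the models without a position may be missing for that reason.

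The tables held no counts, so the depth of each library was not known from them and no counting intervals are given. Relative depth was estimated from genes below 0.3 FPKM, on the assumption that a single fragment often sets the value there. Without counts this could not be checked. Between the 27 pairs of replicates, the most frequent log2 ratio of such values lay between −0.25 and 0.35, over 842 to 1753 genes. That ratio held 111 of 1753 genes between sheep heart 2 and 3, and 275 of 907 between goat heart 1 and 2, so the estimate is rough. A value of exactly 0 can be a failed estimate, since some very abundant genes were at 0 in a single replicate. Genes in the named results that were at 0 in a group are therefore said to be listed at 0, without a fold change.

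Gene identifiers carried no names. The reference table of cattle genes (assembly ARS-UCD2.0) matched 0 of the 24616 cattle identifiers, and none in goat or sheep. Goat identifiers were predicted models (4460) or carried cattle (9280) or human (8391) protein identifiers, and 1299 of them had a copy suffix. With the files used here, genes could therefore not be matched between species by symbol, and the only protein sequences used here were those of goat. The comparisons planned over matched genes (the interaction of species and tissue per gene, correlations and trees between species, the conservation of tissue differences, the overlap of elevated genes and a set of tissue check genes) were not analysed here. The correlation classes, the variance proportions and the clustering, planned over matched genes of all 27 libraries, were computed within each species over all genes that passed the study's filter instead. That change was made after the files were examined.

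Tissue contrasts were fitted per species with limma 3.58.1 (R 4.3.3) on log2(FPKM + 1) of 9 libraries, with a mean per tissue, eBayes with a mean-variance trend, and Benjamini-Hochberg adjustment within each contrast at 0.05. Genes above 0.5 FPKM in at least 3 of the 9 libraries were tested. A fold change on this scale understates the change of low genes. The level of 0.5 FPKM follows the study's methods. The fit was tested on simulated data: of 200 genes changed by 2 on the log2 scale between heart and liver, 90% were recovered among 14041 genes in cattle, 82% among 13634 in goat and 82% among 14188 in sheep, and 6.25%, 5.75% and 4.65% of the calls were false. Correlations are Pearson's r of log2(FPKM + 1) over genes that exceeded 0.5 FPKM in over 80% of a species' 9 libraries. Principal variance component analysis used lme4 1.1.37, with tissue as a random effect on the components of gene-centred values holding at least 60% of the variance and at least 3 components. The share of expressed genes and of the 10 highest genes were compared with exact permutation tests between tissues (2-sided, 3 against 3, smallest p 0.1) and with 100000 permutations over 27 libraries. The effect of tissue was tested by permuting labels within species, and its difference between species by permuting residuals of the additive model. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 were used.

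The genes named were to be chosen by a rule fixed before the data were examined, as were most alternatives and the designs, other than the tests of whether the 2 shares differed between tissues alike in all species, which were added later. The rule named, for each tissue, the genes elevated in all 3 species with the largest value of their smallest log2 fold change, and the highest genes of each group. Since genes were not matched, it was applied per species, and 1 gene per tissue and the highest gene of heart are printed, with the next highest in cattle and sheep. Alternatives were a pseudocount of 0.1, other filters, scaling all libraries to the same sum, as in TPM, median ratio scaling, quantile normalization, no trend, a minimum log2 fold change of 1, a block by replicate number, Spearman's rho, other linkage, other variance settings, and leaving out each library in turn. Alternatives added after the data were examined set values of 0 beside replicates above 100 FPKM to missing, averaged the closest cattle pairs, used genes above 0.5 FPKM in at least 3 libraries or up to 1000 FPKM for the correlations, and changed the scale or the genes of the 10 highest. The scalings were also applied to the share of expressed genes then, with a further one to the sum outside the 1000 highest genes. A block by replicate number for the permutation tests was added as well: tissue labels were permuted within numbers, and whole numbers were exchanged between species in all 1680 ways. The study's methods name no block by animal, and the fits reported here had none.

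Whether replicate numbers pair the tissues was checked by correlating the deviations from the group mean of libraries with the same number. In goat all 9 correlations lay between 0.15 and 0.47, above the limit of 0.1, while those of different numbers lay between −0.42 and 0.13. The numbers thus pair the goat libraries, and this pairing comes from the values and not from a label. In cattle and sheep the limit was not met by every pair. According to the study, all tissues of a population came from the same unrelated females, so libraries of different tissues share animals, and the fits without a block leave this out.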

Results

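Messenger RNA from heart, liver and kidney of cattle, goats and sheep was sequenced in 27 libraries. Each of the 9 combinations of species and tissue was represented by 3 libraries. The labels describe indigenous animals of about 4 years in cattle and about 3 years in goats and sheep. The deposited tables listed 24616 genes in cattle, 22131 in goat and 25196 in sheep. Values were FPKM, that is, fragments scaled by the length of the transcript and by the mapped fragments of the library, and each species was mapped to its own genome. The expression tables held no read counts, so the depth of each library was not known from them. Summed FPKM ranged from 416442 to 1284330 per library. The comparisons asked how far expression differed between the 3 tissues, and whether the tissues differed alike in the 3 species.

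Replicates of one group were close to each other. Over genes that exceeded 0.5 FPKM in over 80% of a species' 9 libraries (10919 genes in cattle, 10180 in goat and 10344 in sheep), the mean Pearson's r across genes between replicates was 0.967 ± 0.017 in cattle, 0.949 ± 0.027 in goat and 0.954 ± 0.030 in sheep (SD, 9 pairs each). Genes are not independent replicates, and no test was made on these coefficients. The spread between replicates was unequal among groups. For genes at a log2(FPKM + 1) of 5 to 8, the robust SD of the log2 difference was 0.089 between cattle kidney 1 and 2 and 0.127 between cattle heart 2 and 3. It ranged from 0.226 to 0.852 in the other 25 pairs. None of the genes above 0 had the same value in both libraries of these close pairs, and all libraries were kept as separate replicates.

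**Figure D1:**
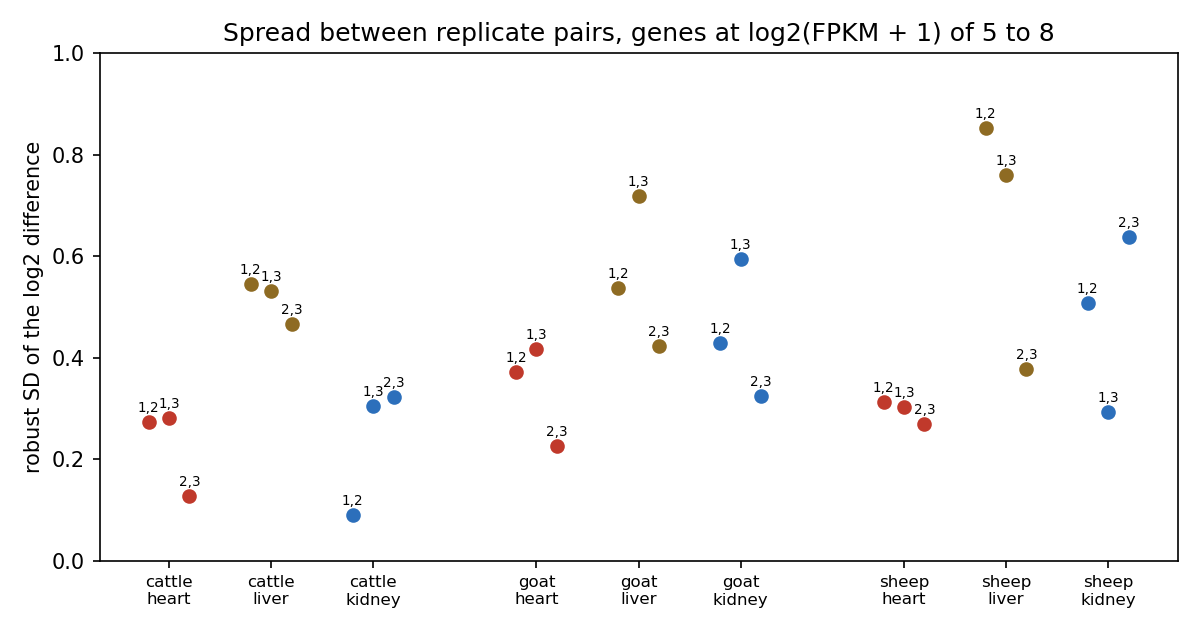
Robust SD of the difference in log2(FPKM + 1) for each pair of replicates (numbers above the points name the pair), over genes at a level of 5 to 8, by species and tissue. Cattle kidney 1 and 2 (0.089) and cattle heart 2 and 3 (0.127) lie below all other pairs.

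The share of listed genes that were expressed above 0.5 FPKM was 51.3% ± 2.07 in cattle, 54.6% ± 2.37 in goat and 49.3% ± 3.27 in sheep (SD, n = 9 libraries). A lower level of 0.1 FPKM raised these means to 58.9%, 62.0% and 57.2%. With deposited values, kidney had the largest share in every species. In cattle it was 53.7% ± 0.95 in kidney, 50.7% ± 0.31 in heart and 49.5% ± 1.45 in liver (SD, n = 3). In goat it was 57.7% ± 0.69 in kidney, 53.3% ± 0.46 in heart and 52.8% ± 0.16 in liver. In sheep it was 53.0% ± 0.40 in kidney, 49.0% ± 0.27 in heart and 45.9% ± 1.99 in liver. Within each species, every kidney library lay above every heart and liver library. This depended on the scaling. With median ratio scaling, an alternative for this share that was chosen after the data were examined and that centres the libraries, the difference between kidney and the mean of heart and liver fell from 3.61 to 0.612 percentage points in cattle, from 4.64 to 1.85 in goat and from 5.58 to 1.82 in sheep, and kidney libraries overlapped with others in cattle and sheep. The tests that follow are on deposited values. The 2-sided exact permutation test of kidney against heart or liver gave p = 0.1 in each of the 3 species, which is the smallest value that 3 libraries against 3 allow. Heart and liver overlapped in cattle and goat (exact permutation p = 0.2 in both). They did not overlap in sheep (exact permutation p = 0.1), where sheep liver 1 (43.6%) was further from its replicates (47.0% and 47.1%) than these were from each other. Over all 27 libraries, with tissue labels permuted within species, the tissues differed with a permutation p of 1e-05, the smallest that 100000 resamples can give (2e-05 after Benjamini-Hochberg adjustment over 4 tests). The difference between tissues was not shown to vary between species (permutation p = 0.0525, adjusted 0.0525).

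The 10 most abundant genes of a library took between 11.4% and 47.6% of its summed FPKM. This share was largest in heart in every species. It was 34.8% ± 5.43 in cattle heart, 27.0% ± 1.11 in goat heart and 44.8% ± 2.79 in sheep heart (SD, n = 3). It was 20.6% ± 1.39, 15.5% ± 3.70 and 25.0% ± 4.60 in liver, and 16.1% ± 2.73, 15.0% ± 3.71 and 16.7% ± 1.99 in kidney, of cattle, goat and sheep respectively. Heart did not overlap with liver or kidney in any species (exact permutation p = 0.1 each). Goat liver and goat kidney overlapped (exact permutation p = 0.7), whereas liver lay above kidney without overlap in cattle and sheep. The tissue effect over all libraries had a permutation p of 1e-05, again the smallest possible. Between species, the tissue differences varied when libraries were permuted singly (permutation p for species by tissue 0.0141, adjusted 0.0189), but not detectably when replicate numbers were kept together as blocks (exact permutation p = 0.0714). The heart minus kidney difference was 18.6 percentage points in cattle, 12.1 in goat and 28.0 in sheep. The log2 of the share, an alternative chosen after the data were examined, moved this interaction most (permutation p = 0.296), and the share of the 100 highest genes gave a permutation p of 0.058. The gene with the highest mean in cattle heart was ENSBTAG00000043568 at 55297 ± 4588 FPKM (SD, n = 3). This rank depended on cattle heart 3, in which ENSBTAG00000043564 was listed at 0 beside 74510 and 54679 FPKM in the other libraries. In goat heart it was GOAT_ENSBTAP00000015883 at 67703 ± 12346 FPKM (SD, n = 3), a model of 150 bp coding length on scaffold 143 (2274309 to 2274458, plus strand) of CHIR_1.0. In sheep heart it was ENSOARG00000024133, for which the 3 libraries gave 57588, 229327 and 14500 FPKM. Its rank rested on sheep heart 2, since ENSOARG00000000022 was higher in the other libraries, with 66230, 54521 and 66542 FPKM.

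**Figure D2:**
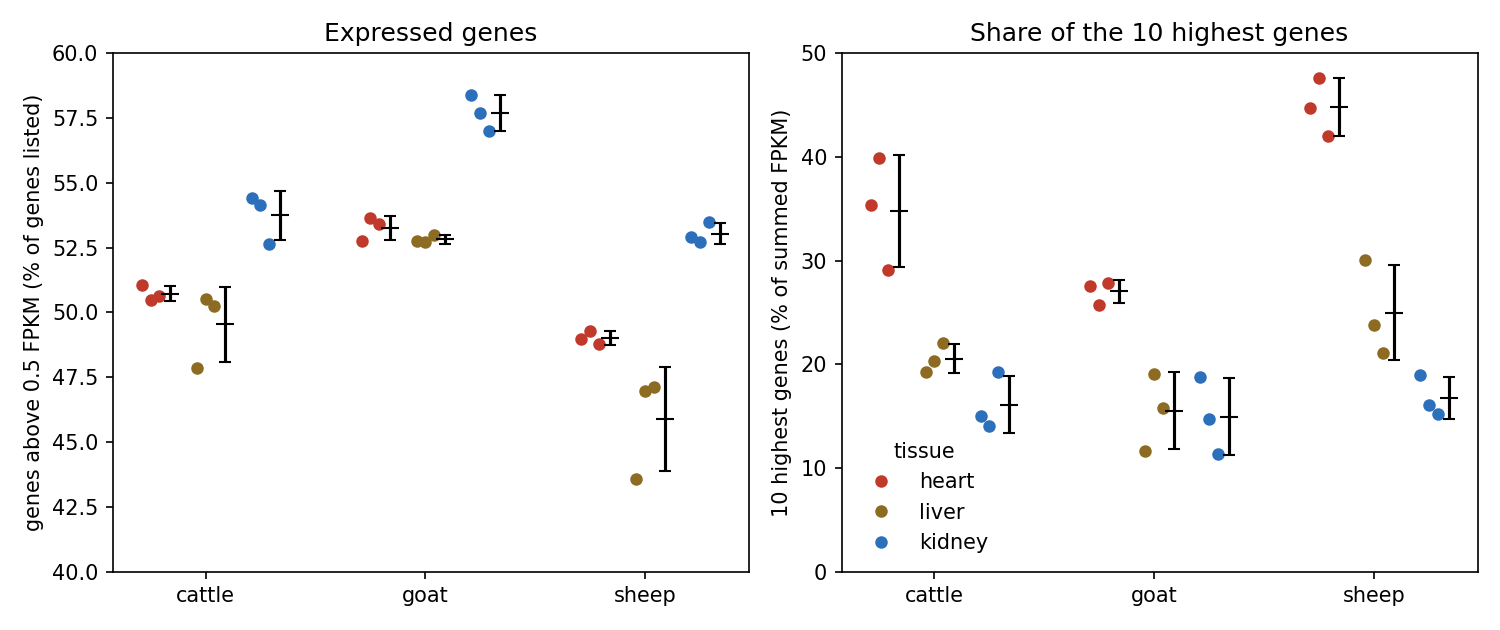
Left, percentage of listed genes above 0.5 FPKM; right, percentage of summed FPKM in the 10 most abundant genes. Each point is a library, coloured by tissue, and black bars give the mean and SD of the 3 replicates. Kidney libraries lie highest on the left and heart libraries on the right in each species; the left axis starts at 40%.

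Tissues were far apart relative to replicates. The mean r across genes between libraries of different tissues was 0.620 in cattle, 0.684 in goat and 0.644 in sheep (27 pairs each), and the highest such value (0.679, 0.737 and 0.709) lay below the lowest value between replicates (0.942, 0.906 and 0.913). Average linkage clustering on 1 − r, divided into 3 clusters, separated the 3 tissues without error in each species (adjusted Rand index 1). Principal variance component analysis assigned 96.9% of the variance to tissue in cattle, 91.7% in goat and 94.8% in sheep. Sums of squares per gene moved this most, to 91.5%, 85.0% and 87.4%. On simulated data in which tissue made up 75% of the variance of each gene, the component-based value was 95.0% and the sums of squares gave 76.7% for the number of genes in cattle, so that the component-based proportion lies above the share per gene.

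The order of the tissue pairs depended on which genes were used. With the filter described above, heart and liver had a higher mean r than heart and kidney in cattle (0.661 against 0.636), goat (0.708 against 0.659) and sheep (0.677 against 0.664). Liver and kidney had 0.565, 0.686 and 0.590. The ranges of heart with liver and heart with kidney over the 9 library pairs overlapped in each species. Without the filter on low values, heart and kidney had the higher mean in cattle (0.736 against 0.729), goat (0.743 against 0.692) and sheep (0.733 against 0.645), and the tissue that separated from the other 2 changed from kidney to liver in all 3 species.

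**Figure D3:**
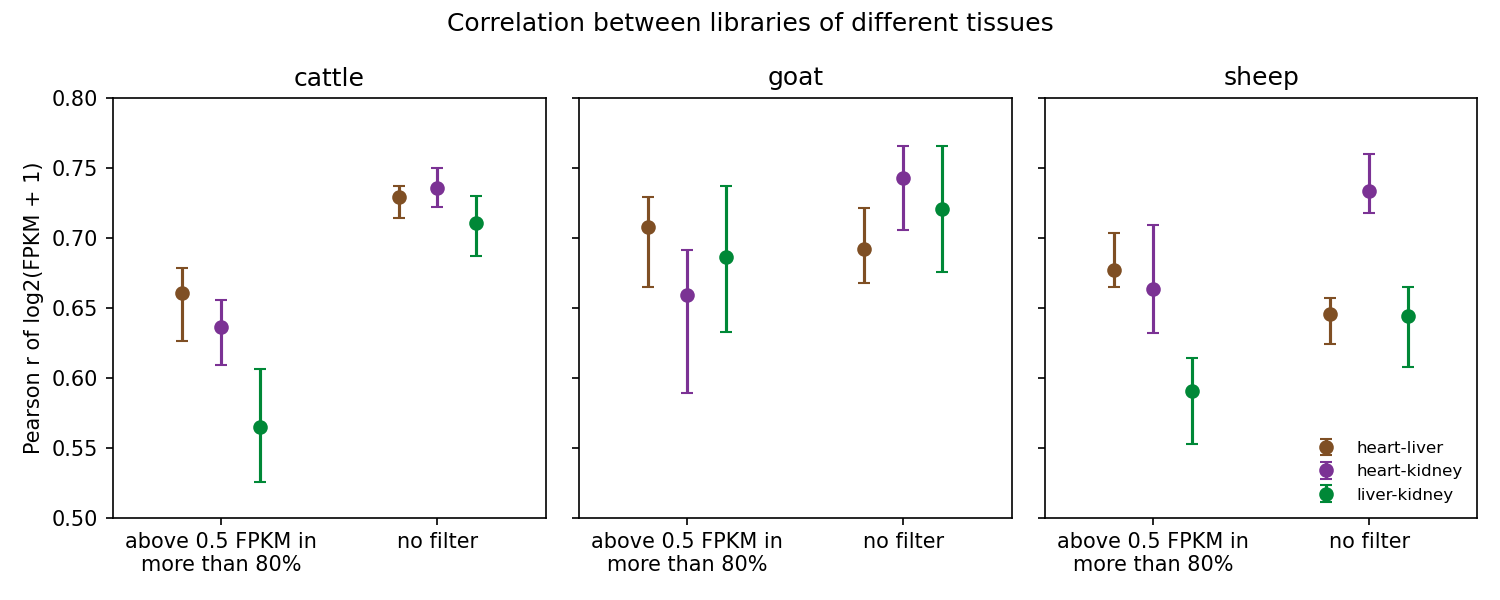
Mean Pearson's r of log2(FPKM + 1) across genes for each pair of tissues in 3 species, with and without the filter on low values. Points are means over 9 library pairs, and bars span the lowest to the highest pair. Heart with liver exceeds heart with kidney under the filter (0.661 against 0.636 in cattle), and the order is reversed without it (0.729 against 0.736).

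Counts are genes with a Benjamini-Hochberg adjusted p at or below 0.05 in limma's moderated test on log2(FPKM + 1), among 14041 genes tested in cattle, 13634 in goat and 14188 in sheep. Between heart and liver, 8036 genes differed in cattle, 6711 in goat and 6652 in sheep. Between heart and kidney, 10293, 8621 and 9047 genes differed. Between liver and kidney, 10284, 8860 and 10327 genes differed. Between heart and liver, a minimum log2 fold change of 1 moved the counts most in cattle and goat, to 4867 and 4817, and the study's filter on low values did so in sheep, to 4482. Most of the genes that differed from kidney were higher in kidney. Of the calls between heart and kidney, 26.6% were higher in heart in cattle, 28.3% in goat and 22.9% in sheep. Of the calls between liver and kidney, 20.2%, 20.6% and 17.0% were higher in liver. The median log2 difference over all tested genes was −0.62, −0.55 and −0.66 for heart minus kidney and −0.70, −0.69 and −0.95 for liver minus kidney.

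Median ratio and quantile scaling centre the libraries, so that a near balance of calls follows from their construction. After each library was divided by its median ratio to the geometric mean, the calls higher in heart against kidney were 49.6%, 48.0% and 49.6% in cattle, goat and sheep, and the calls higher in liver against kidney were 46.5%, 48.0% and 43.6%. The medians over all genes then lay between −0.13 and −0.02 in these comparisons. Quantile normalization gave 46.5%, 48.6% and 46.9% for heart and 40.9%, 42.5% and 41.8% for liver against kidney. In cattle, 7399 of the 10293 genes called between heart and kidney were also called under median ratio scaling, 26 of them with the opposite sign. Between heart and liver, 53.0% of the calls were higher in heart in cattle, 60.2% in goat and 65.8% in sheep, and with median ratio scaling 50.8%, 50.8% and 56.0%. Without cattle liver 3, the cattle calls were balanced, with 3924 higher and 3923 lower in heart. With all libraries scaled to the same sum, that direction was reversed, to 30.2%, 40.9% and 32.6%, and in sheep the calls higher in heart against kidney fell to 9.06%. Quantile normalization gave 55.3% for heart against liver in sheep.

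**Figure D4:**
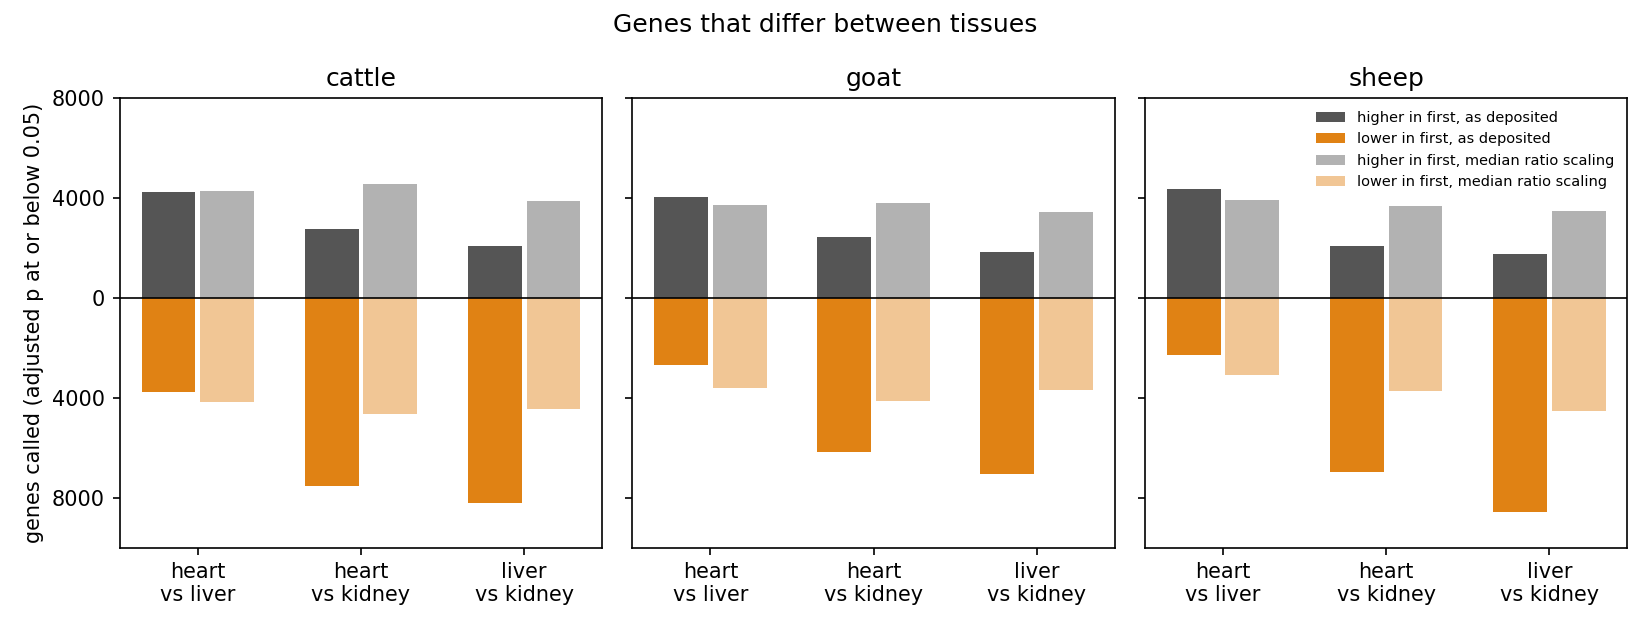
Number of genes called between each pair of tissues in 3 species, above the axis those higher in the tissue named first and below it those lower. Dark bars use FPKM as deposited and pale bars median ratio scaling. With deposited values, 26.6% of cattle calls are higher in heart than in kidney; with median ratio scaling, 49.6%.

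A gene was called elevated in a tissue when it exceeded both other tissues in that test. In cattle, 2008 genes were elevated in heart, 1579 in liver and 5954 in kidney. In goat these numbers were 1982, 1307 and 4669, and in sheep 1646, 1329 and 5786. Median ratio scaling moved kidney most, to 2833, 2397 and 2550 genes, with 2975, 2616 and 2357 in heart and 2370, 2023 and 2122 in liver. Kidney thus had the largest number with deposited values in all 3 species, but fewer than heart in cattle and goat after median ratio scaling.

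The most strongly elevated gene of each tissue is given by its identifier, because the identifiers in the tables carried no names. Fold changes are on the log2(FPKM + 1) scale with limma's SE and adjusted p. In cattle, ENSBTAG00000018369 had 21723 ± 2175 FPKM in heart (SD, n = 3), was listed at 0 in all kidney libraries and reached at most 0.309 FPKM in liver (log2 fold change 14.17 ± 0.15 SE, limma adjusted p = 3.13e-12). ENSBTAG00000016662 had 661 ± 163 FPKM in liver against 6.49 ± 1.58 in heart (log2 fold change 6.46 ± 0.35 SE, limma adjusted p = 1.48e-07) and 1.52 ± 1.46 in kidney. ENSBTAG00000009904 had 307 ± 68.1 FPKM in kidney against 0.117 ± 0.110 in heart (log2 fold change 8.09 ± 0.18 SE, limma adjusted p = 2.79e-10) and 0.109 ± 0.050 in liver.

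In goat, GOAT_ENSBTAP00000024444-D2 had 33629 ± 8818 FPKM in heart (SD, n = 3) and was listed at 0 in every liver and kidney library. Its model lies on scaffold 327 of CHIR_1.0 (1461332 to 1467490, plus strand), and its suffix marks a further copy of a model, so the value is uncertain if reads were shared between copies. GOAT_ENSBTAP00000022658 (scaffold 389, 2114827 to 2116064, minus strand, 207 bp coding length) had 2116, 8321 and 8627 FPKM in the liver libraries, at most 4.64 FPKM in kidney (log2 fold change 11.01 ± 0.67 SE, limma adjusted p = 1.21e-06) and was listed at 0 in heart. GOAT_ENSP00000418294 had 10320, 11443 and 1295 FPKM in the kidney libraries, at most 43.8 in liver (log2 fold change 7.96 ± 0.84 SE, limma adjusted p = 4.17e-05) and 0.926 ± 0.673 in heart. In sheep, ENSOARG00000024133 (values above) was the most elevated gene of heart and was listed at 0 in every liver and kidney library. ENSOARG00000015661 had 3666 ± 1474 FPKM in liver against 1.74 ± 1.23 in kidney (log2 fold change 10.41 ± 0.37 SE, limma adjusted p = 1.97e-08) and at most 0.140 in heart. ENSOARG00000002846 had 7394 ± 2178 FPKM in kidney against 14.3 ± 3.44 in liver (log2 fold change 8.89 ± 0.32 SE, limma adjusted p = 1.97e-08) and 1.32 ± 0.704 in heart.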

Values the study reported

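The study, which also covered further tissues and species, reported that 61.2% of the annotated genes coding for proteins exceeded 0.5 FPKM on average. In cattle and sheep it counted fewer such genes than are listed here. The shares above thus have other denominators and cannot be set directly against that value. It reported a Pearson's r of 0.67 among tissues and of 0.95 for local adaptation. These cover other samples than the coefficients above, with further tissues and with populations of low and high altitude. Its expression trees were based on 4746 transcribed single-copy orthologues.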

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

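The tests in this part were chosen after the difference had been seen. The share of summed FPKM in the 10 highest genes differed between tissues to an unequal degree in the 3 species (permutation p for species by tissue 0.0141). With replicate numbers kept together as blocks, this was not detected (exact permutation p = 0.0714). Heart exceeded kidney by 28.0 percentage points in sheep, 18.6 in cattle and 12.1 in goat. Leaving out any of the 27 libraries in turn gave permutation p values from 0.00538 to 0.0417. Several very abundant genes were listed at 0 in one replicate, 3 of them in cattle heart 3. With all such genes left out of every library, the interaction had a permutation p of 0.00133. This cannot test the zeros alone, because it also removes the high values of these genes in the other libraries. With these genes left out, heart minus kidney was 13.4 percentage points in cattle, 12.1 in goat and 28.4 in sheep. Leaving out cattle heart 3 instead gave 21.5 in cattle and a permutation p of 0.00575 for the interaction. The cattle difference, and its distance from that of goat, thus rested partly on these genes. The scale of the measure remains open: on log2 of the share, where equal ratios count as equal differences, the interaction was not detected (permutation p = 0.296). That alone does not show that the species differ by a common factor across tissues. Such a factor would move kidney too, but kidney means were 16.1% in cattle, 15.0% in goat and 16.7% in sheep. Heart means were 34.8%, 27.0% and 44.8%, and liver means 20.6%, 15.5% and 25.0%. The annotation differs between the species and cannot be told apart from the species, because each table has its own gene models and genes were not matched between them with the files used here. Without goat, cattle and sheep alone gave a permutation p of 0.0997. Without cattle, goat and sheep gave 0.00529, and without sheep 0.269. A biological difference between the species in heart was not tested and also stays open.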

How the results depend on the processing

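The values set missing, the averaged cattle pairs, the correlation filters at 3 libraries and at 1000 FPKM, the variance fit with replicate number, the changes to the scale or genes of the 10 highest, the libraries left out for the expressed and 10 highest shares, and the block for these shares and the scalings of the expressed share were chosen after the data were examined. The other alternatives were fixed before.

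The number of genes called between tissues stayed within 1.5 times under all alternatives in goat and sheep. In cattle a minimum log2 fold change of 1 lowered it to 4867 (heart and liver), 6776 (heart and kidney) and 6528 (liver and kidney), as a further criterion must lower a count. That criterion left 1277 elevated genes in cattle heart, 3213 in cattle kidney and 3016 in goat kidney. The study's filter, which tests fewer genes, gave 1026 elevated genes in cattle liver, 1298 in goat heart, 626 in goat liver, 985 in sheep heart and 659 in sheep liver.

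Scaling changed the direction of the calls. With all libraries scaled to the same sum, the calls higher in heart than in liver were 30.2% in cattle, 40.9% in goat and 32.6% in sheep, against a majority with deposited values. In sheep 9.06% of the calls were then higher in heart than in kidney, and elevated heart genes fell to 1250 in cattle and 799 in sheep. Median ratio scaling gave 49.6%, 48.0% and 49.6% higher in heart than in kidney and 46.5%, 48.0% and 43.6% higher in liver than in kidney (cattle, goat, sheep), with 2370, 2023 and 2122 elevated genes in liver and 2833, 2397 and 2550 in kidney. Quantile normalization gave 46.5%, 48.6% and 46.9% against kidney for heart, 40.9%, 42.5% and 41.8% for liver, 55.3% for heart against liver in sheep, and 3372, 2628 and 2826 elevated genes in kidney. Median ratio and quantile scaling set the library medians nearly equal by construction, and no standard of known amount shows which scaling is right. Mean summed FPKM was 835812 in cattle heart, 818332 in goat heart and 1073210 in sheep heart (n = 3). It was 548935, 591758 and 567706 in liver, and 565861, 624488 and 476896 in kidney. A common sum thus lowers heart values relative to liver and kidney by construction. Why the sums differ was not tested.

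With the replicate block, the counts for heart and liver, heart and kidney, and liver and kidney were 7735, 10165 and 10123 in cattle, 7708, 9449 and 9671 in goat and 7029, 9387 and 10581 in sheep. The block changed the call of the species by tissue interaction of the 10 highest genes (exact permutation p = 0.0714 in place of 0.0141), and the cause was not tested. For the share of expressed genes it gave an exact permutation p of 0.132 for that interaction. Both shares still differed between tissues under the block, with a permutation p of 1e-05, the smallest that the resamples can give. It moved no count of called or elevated genes by more than 1.5 times, the named genes kept their calls, and it was not run for correlations and clustering. The same-number correlations of deviations ran from −0.16 to 0.16 in cattle, which shows no pairing by number. In sheep they ran from 0.04 to 0.31, all above those of different numbers (−0.24 to 0.03) but not all above 0.1, so whether the numbers pair the sheep libraries is left open. Adding replicate number to the variance fit gave it 1.23% in cattle, 7.53% in goat and 2.81% in sheep, with 96.9%, 91.7% and 94.8% for tissue. Averaging the closest cattle pairs lowered the cattle counts to 6356, 8543 and 9024, which leaves 7 libraries. Setting zeros beside replicates above 100 FPKM to missing gave cattle counts of 8048, 10301 and 10286.

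The order of heart with liver and heart with kidney was reversed without the filter on low values, with differences in mean r of −0.0067 in cattle, −0.051 in goat and −0.088 in sheep, and with the filter at 3 libraries in goat (−0.056) and sheep (−0.094), while cattle then had 0.0059. The cause was not tested. The difference was 0.062, 0.067 and 0.030 with Spearman's rho, 0.036 in cattle with a pseudocount of 0.1, and 0.064 in goat and 0.026 in sheep for genes up to 1000 FPKM. Over single libraries left out it ranged from 0.014 to 0.033 in cattle, from 0.037 to 0.055 in goat and from 0.0049 to 0.024 in sheep. The mean r between tissues was 0.725 in cattle without the filter, 0.609 in goat and 0.561 in sheep with the filter at 3 libraries, and 0.596 in sheep for genes up to 1000 FPKM. The cause of these changes was not tested. The mean r between replicates moved by less than its spread under every alternative run.

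The variance by tissue was 92.3%, 88.2% and 88.2% with genes scaled to unit variance and 91.5%, 85.0% and 87.4% from sums of squares per gene (cattle, goat, sheep). It was 96.5% in cattle with a pseudocount of 0.1, and 94.2% in goat and 96.2% in sheep without the filter. Over libraries left out it ranged from 96.1% to 97.1%, from 90.1% to 93.2% and from 93.6% to 95.8%. For sums of squares, the simulated data described above (75% by tissue) gave 76.7%, against 95.0% by components, for the number of genes in cattle. The component-based proportion thus lies above the share per gene. The cause of the other changes was not tested. At 80% of the variance the same 3 components were used, so that setting tests nothing. The clustering separated the tissues under all 4 alternatives.

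The mean share of expressed genes was 58.9%, 62.0% and 57.2% above 0.1 FPKM and 47.1%, 50.3% and 44.9% above 1 FPKM. Over libraries left out the goat share ranged from 54.1% to 54.8%. The difference between kidney and the other tissues moved by less than its spread at both levels, but not under scaling. It was 0.612, 1.85 and 1.82 points with median ratio scaling and 1.81, 2.88 and 3.05 with scaling to the sum outside the 1000 highest genes (cattle, goat, sheep), and 7.59 in sheep with the same sum for all libraries. That sum also gave mean shares of 53.6%, 56.7% and 51.5%. The cause was not tested, beyond the centring by median ratios and the unequal sums of FPKM given above. The heart minus kidney difference of the 10 highest genes became 15.2 points in goat with the 100 highest, and the interaction then had a permutation p of 0.058, against 0.296 on the log2 scale. The cause was not tested. Each of the 9 named genes kept its direction and call under every alternative run.

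For each count between tissues, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. The largest count in any other split ran from 0 (goat heart against liver) to 3 (cattle liver against kidney), far below the real counts. Yet 1 of 10 is as low as 10 splits allow, so chance cannot be excluded by that count of splits. For the elevated genes of each species, 1 of 100 splits of the 9 libraries gave as many, the real one, and chance can be excluded. Other splits still gave many elevated genes. The largest total among them was 4899 in cattle, 3571 in goat and 4703 in sheep, against 9541, 7958 and 8761 in the real one. The alternatives over matched genes of 3 species were not run. Without counts per gene, the precision of low values is not known.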

Other observations

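Apart from median ratio scaling of the calls, which was fixed before, the tests in this part were chosen after the patterns had been seen.

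Most genes lay higher in kidney than in heart or liver with deposited values. Tests argue against 3 technical explanations as the whole cause. If a few abundant genes lowered all others outside kidney, scaling each library to its sum outside its 100 highest genes would remove the difference, but the smallest median log2 difference then was 0.53 over the 3 species, and every kidney library median stayed above every heart and liver median. Scaling outside the 1000 highest genes lowered the smallest differences to 0.26 in cattle, 0.23 in goat and 0.22 in sheep, with the same separation. If depth were the cause, genes far above the detection limit would not differ, but over genes of 5 to 20 FPKM the smallest median difference was 0.72. The shift did not extend to the most abundant genes. At 20 to 100 FPKM it fell to 0.25 in cattle against heart, and above 100 FPKM the medians ran from −0.65 in cattle against heart to 0.29 in goat against liver. For gene length, tested in goat where 81.7% of the tested genes had a coding length, the shift was in the same direction in all 3 length classes, and the smallest was 0.25 (short genes against heart, 0.74 for long genes), so length may add to the difference. What the authors' normalization does to it cannot be told apart from a difference in the tissues, since FPKM is relative and no standard of known amount was measured. Median ratio scaling gave 49.6% of the cattle calls higher in heart than in kidney, but it centres the libraries, so a balance of calls follows from its construction and decides nothing here. A biological difference between the tissues stays open.

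Very abundant genes were at times listed at 0 in a single replicate. ENSBTAG00000043564 was listed at 0 in cattle heart 3 beside 54679 and 74510 FPKM, and GOAT_ENSBTAP00000022763 (scaffold 1281 of CHIR_1.0, 2603767 to 2618724, minus strand) was listed at 0 in goat liver 1 beside 9247 and 11676 FPKM. Both were chosen after their values were seen. Where the other replicates were both at 10 to 100 FPKM, 0.057% of values were 0 (61 of 107646). At 10000 FPKM or more it was 4% (5 of 125), and 3 of these 5 were in cattle heart 3. A share that rises again at the highest levels is consistent with failed estimates for very abundant genes. No biological explanation was tested.

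2 pairs of cattle libraries lay closer together than any other replicates, kidney 1 with 2 and heart 2 with 3. The deposit of one file under both names is argued against, because 0 of the 15559 genes above 0 in both kidney libraries had the same value. Repeated sequencing of one library cannot be told apart from separate libraries by the robust SD of 0.089, because the tables give neither the counts nor the transcript lengths behind the counting error of these libraries. A hypothesis is that tissues of the same animals carry different numbers. Genes were taken in which one replicate differed by more than 1 on the log2 scale from the mean of its mates, which differed by less than 0.5 times that. Of 98 genes that set apart both heart 1 and kidney 3, 84.7% did so in opposite directions. This decides nothing, because libraries of different numbers were opposite in 255 of 353 genes in goat too, where the numbers pair the libraries, and heart 1 was also opposite to kidney 1 in 9 of 10 genes and to kidney 2 in 3 of 3. For liver 2 and kidney 3, 90.2% of 41 genes went the same way, against 92.2% of 689 genes between same-numbered libraries in goat, 85.0% of 254 in sheep and 56.9% of 116 in cattle. That pair was picked from all pairs of cattle libraries. Shared animals under different numbers and a shared library batch cannot be told apart from each other or from neither, because the labels give no batch or animal. If close replicates of one tissue came from one animal, that tissue may rest on fewer animals than its libraries, and averaging the close pairs gave 6356 calls in place of 8036 between heart and liver.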
